A study of Homo sapiens with 9 samples. Its data were reported in "Precise modulation of transcription factor levels identifies features underlying dosage sensitivity" (2023).

How the data were processed

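Cranial neural crest cells (CNCCs) were derived from H9, an established human embryonic stem cell line, in which the transcription factor SOX9 carried a degron tag. The small molecule dTAGV-1 recruits the tagged protein to a ubiquitin ligase, so that SOX9 protein is degraded. Newly made RNA was followed with SLAM-seq: cells took up the uridine analogue 4-thiouridine (4sU, 100 uM) for 2 h, the RNA was alkylated, and the alkylated bases were read as T>C conversions in 3′ end sequencing libraries. Labelling began 1 h after dTAGV-1 in the 3h group and 22 h after it in the 24h group. The 9 samples formed 3 groups (0h, 3h and 24h of 500 nM dTAGV-1) of 3 samples each, assigned from the sample titles. By the authors' methods, the labelling medium carried either the vehicle DMSO or 500 nM dTAGV-1. In the labels, the relative SOX9 level was 100% at 0h and 0% at 3h and 24h. Each group held the same 3 cultures, named S9CC13_R6, S9CC47_R5 and S9CC47_R6 after 2 clones of the tagged line and 2 differentiation batches. Samples are named below by culture and time.

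The authors deposited 2 tables of raw read counts per gene symbol with 9 columns each, one of all reads (total reads) and one of the reads with a T>C conversion (T>C reads). According to the authors' methods, the first read of each pair was trimmed of adapters and poly(A) and was mapped and counted with slamdunk, and counts were then merged per gene. The deposited counts were used as they stood. The counts carry no normalization, and no molecular identifiers were stated. The tables name no genome build; the study states hg38 for its analyses, except one set of association statistics. Both tables listed 18970 gene symbols. No T>C count exceeded the total count of the same gene and sample. In each table, 9 of the 9 value columns were used.

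Coordinates and gene types came from GENCODE release 44 on hg38, matched by symbol. Of the 18970 symbols, 18451 matched GENCODE directly, 11 matched a RefSeq symbol and 390 matched a unique RefSeq synonym, while 118 matched nothing. By this match 18769 genes were protein-coding. The remaining 201 entered only the alternative with genes of all biotypes. Slamdunk assigns reads to annotated 3′ regions, and the region set it was given was not used here, so the last exon given for each gene is that of the canonical transcript in GENCODE and not the counted interval.

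The design of the DESeq2 fit of T>C and total reads was fixed before the data were examined and followed the study's methods where these state one. Tests chosen later are marked as such where they are reported. Raw counts of all 9 samples entered one DESeq2 fit (version 1.42.0, R 4.3.3) with time, differentiation batch and 1 surrogate variable as terms. The surrogate variable came from svaseq (sva 3.50.0) with time protected and batch in the null model. Tests covered genes of the protein-coding type that reached 1 CPM (counts scaled to equal library totals) in 3 or more samples, which left 12037 genes for T>C reads and 11710 for total reads. Independent filtering was off. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.1 in the Wald test. For T>C reads the contrasts were 3h against 0h, 24h against 0h and 24h against 3h. For total reads the planned contrasts were 3h against 0h and 24h against 0h, and 24h against 3h was taken from the same fit. Normalized reads are counts divided by DESeq2 size factors. Unconverted reads are total reads minus T>C reads, fitted with the same design. Log2 fold changes are given with their standard error (SE). The T>C share of a library is its T>C reads as a percent of its total reads, compared with an exact two-sided permutation test and an exact sign-flip test of the differences within cultures.

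The genes named were set by a rule fixed before the data were examined. SOX9 came first, followed by the genes whose expression response the study's text names (COL2A1, COL11A1, SOX5 and TENT5B). For T>C reads at 3h and at 24h, the 3 largest rises and 3 largest falls were then taken among called genes with a mean of at least 50 normalized T>C reads that changed in the same direction in all 3 cultures. By this rule, 199 genes at 3h and 526 at 24h were eligible.

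The cultures pair samples across times, and the pairing comes from the clone and batch in the sample titles. The fit with the culture as a replicate block was an alternative. Other alternatives were edgeR's quasi-likelihood test (version 4.0.16) with TMM normalization, TMM factors inside DESeq2, no surrogate variable, the block with a surrogate variable, no covariates, all genes with at least 1 count, genes with a mean of at least 20 counts, independent filtering, an adjusted p-value under 0.05, only the 6 samples of the times compared, each culture left out, genes of all biotypes and, for T>C reads, size factors from total reads. Gene lists were compared with 10000 random lists of equal size matched on mean expression in 10 bins. The cartilage, immediate-early and p53 target lists were written before the data were examined, and the sterol synthesis list after.

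Total reads ranged from 16955633 to 28782678 per sample and T>C reads from 3130673 to 5475800. Wilson 95% confidence intervals of T>C shares cover counting error only, because PCR reads without molecular identifiers are not independent molecules. The fits were tested on 1 set of simulated counts drawn from the means, library sizes and dispersions of the 12037 genes, with 200 genes changed 2-fold at 24h. The 200 were taken from genes with a mean of at least 50 normalized T>C reads. No batch, culture or hidden factor was simulated. The DESeq2 fit with batch and 1 surrogate variable recovered 165 of the 200 genes (82.5%), and 8.33% of the 180 genes it called had not been changed. The edgeR fit recovered 167, with 9.73% of its 185 calls not changed. DESeq2 with batch only also recovered 167, but 12.1% of its 190 calls had not been changed, more than the 10% the threshold aims at. With 1 draw and no hidden factor in it, these values neither rank the fits nor show that the surrogate variable helps here. Recovery of smaller changes, or of genes with fewer reads, was not tested. No sample without 4sU was analysed here, so the background of T>C reads that do not come from labelling was not measured, and no cells without the tag were analysed here. The pairs of libraries within a group differed by more than sampling noise. Across the 9 pairs, the chi-square of their total counts per degree of freedom ranged from 13.3 to 51.4, and each library was counted as a sample of its own.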

Results

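SLAM-seq libraries were compared before and after acute SOX9 depletion in CNCCs to ask which genes change in newly made RNA at 3h and at 24h. The 0h, 3h and 24h groups had 3 samples each, from the same 3 cultures. Total reads per sample ranged from 16955633 to 28782678 with a median of 21356401, and T>C reads ranged from 3130673 to 5475800 with a median of 3957989. By group, total reads ranged from 16955633 to 28782678 at 0h, from 17808007 to 26719708 at 3h and from 19306725 to 25703677 at 24h.

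The T>C share of a library shows how much of the RNA sampled carried label. It was 19.1% ± 0.852 at 0h, 17.9% ± 1.82 at 3h and 20.5% ± 0.753 at 24h (SD, n = 3 each). The lowest share was in S9CC13_R6 at 3h (15.92%, Wilson 95% interval 15.90% to 15.93%) and the highest in S9CC47_R6 at 24h (21.30%, interval 21.29% to 21.32%). Within cultures, the share at 3h was lower than at 0h in 2 of 3 cultures and higher in 1. The mean difference was -1.29 percentage points, smaller than the SD of 1.78 across cultures (exact permutation test, two-sided p = 0.4; exact sign-flip test p = 0.5). The share at 24h was higher than at 0h in 3 of 3 cultures, by 1.36 percentage points with an SD of 1.10 (exact permutation test, two-sided p = 0.2; exact sign-flip test p = 0.25). With 3 samples against 3, the smallest p-value the permutation test allows is 0.1, and the sign-flip test of 3 pairs cannot go below 0.25. Batch R5 held 1 culture, so the differences could not be tested within it. Taking the median over genes in place of the sum moved the 3h difference to -2.19 percentage points. Without S9CC13_R6, S9CC47_R5 or S9CC47_R6 the 3h difference was -0.626, -0.944 and -2.30 percentage points. In the same order, the 24h difference was 1.41, 1.89 and 0.790.

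**Figure D1:**
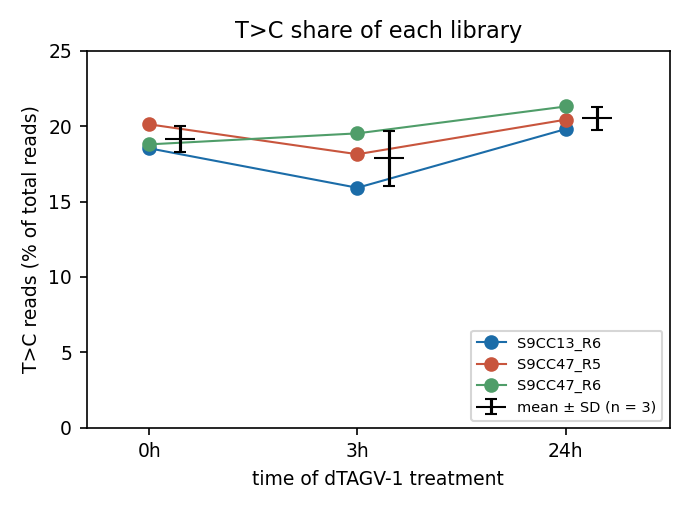
T>C reads as a percent of total reads in each of the 9 libraries (y axis) at 0h, 3h and 24h of dTAGV-1 (x axis); lines join samples of one culture, and black bars give the mean and SD of 3 samples. Shares sit between 15.9% and 21.3%, and at 24h each culture is above its own 0h sample.

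SOX9 itself lies on chromosome 17 from 72121020 to 72126416 on the plus strand (hg38), and its last exon runs from 72123543 to 72126416. SOX9 T>C reads before normalization were 9111, 8237 and 13016 at 0h in S9CC13_R6, S9CC47_R5 and S9CC47_R6, 13907, 17372 and 14627 at 3h, and 24829, 19147 and 28240 at 24h, in the same order of cultures. Normalized T>C reads were 9789 ± 257.8 at 0h, 16838 ± 1687 at 3h and 21449 ± 1885 at 24h (SD, n = 3 each). The SOX9 transcript rose in 3 of 3 cultures at both times, with a log2 fold change of 0.77 (SE 0.0809, DESeq2 adjusted p = 7.24e-18) at 3h and 1.15 (SE 0.0843, adjusted p = 7.28e-39) at 24h. With the culture as a replicate block in place of batch and surrogate variable, the values were 0.78 and 1.13. Total SOX9 reads rose by 0.79 at 3h and 1.15 at 24h on the log2 scale. dTAGV-1 acts on the SOX9 protein, which these libraries do not measure, so the transcript does not check the depletion.

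At 3h, 216 of 12037 genes were called for T>C reads, 95 lower and 121 higher (DESeq2, adjusted p-value under 0.1), and 882 genes had an unadjusted p-value under 0.05. The replicate block called 172 genes, 163 of them among the 216. Whether the cultures pair the samples was checked by the correlation, across genes, of deviations from the group means. It averaged 0.171 between samples of one culture at different times, over 9 pairs ranging from -0.129 to 0.568. The value between different cultures follows from this one, because deviations within a group sum to 0. Leaving out S9CC13_R6 or S9CC47_R6 moved the count most, to 55 genes. These fits had fewer samples for the same terms, so the fall cannot be laid to either culture alone. Size factors from total reads changed the split, to 147 lower and 84 higher genes.

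Among the called genes eligible for naming, the 3 largest falls at 3h were LRATD2 (chromosome 8, 126552443 to 126558478), ITGA6 (chromosome 2, 172427354 to 172506459) and OPRD1 (chromosome 1, 28812170 to 28871267). LRATD2 went from 332.9 ± 11.2 normalized T>C reads at 0h to 36.4 ± 16.4 at 3h (SD, n = 3), a log2 fold change of -3.29 (SE 0.27, DESeq2 adjusted p = 2.56e-30). ITGA6 changed by -2.46 (SE 0.396, adjusted p = 1.98e-07) and OPRD1 by -2.37 (SE 0.326, adjusted p = 2e-10). In unconverted reads the 3h changes of ITGA6 and OPRD1 were -0.55 (adjusted p = 0.298) and -0.96 (adjusted p = 0.0251). The 3 largest rises were NOS1 (chromosome 12, 117208142 to 117452170), INSIG1 (chromosome 7, 155297776 to 155310235) and JUNB (chromosome 19, 12791486 to 12793315). NOS1 rose by 1.5 (SE 0.229, adjusted p = 2.16e-08), INSIG1 by 1.29 (SE 0.114, adjusted p = 4.25e-26) and JUNB by 1.23 (SE 0.325, adjusted p = 0.0139) on the log2 scale. JUNB lost its call in each of the 3 fits that left out one culture. Its gene span overlaps HOOK2 on the opposite strand, and whether the authors' counting used strand was not stated.

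At 24h, 599 genes were called for T>C reads, 312 lower and 287 higher, with 1633 genes at an unadjusted p-value under 0.05. The replicate block called 722 genes, 509 of them among the 599. The median absolute log2 fold change of called genes was 0.656 at 3h and 0.658 at 24h. Of the genes called at 3h, 140 were also called at 24h, 139 of them in the same direction. Another 76 were called at 3h only and 459 at 24h only. LRATD2 showed the largest fall among eligible genes at 24h too, to 14.3 ± 3.36 normalized T>C reads (SD, n = 3; log2 fold change -4.54, SE 0.328, DESeq2 adjusted p = 3.11e-40). It was followed by PRELP (chromosome 1, 203475806 to 203491352), at -3.14 (SE 0.408, adjusted p = 5.35e-12), and CCDC88C (chromosome 14, 91271323 to 91417844), at -3.10 (SE 0.21, adjusted p = 7.43e-46). The largest rises were LHX9 (chromosome 1, 197911902 to 197935478), at 3.32 (SE 0.219, adjusted p = 4.05e-48), CEBPD (chromosome 8, 47736913 to 47738164), at 2.28 (SE 0.204, adjusted p = 1.09e-25), and RGS4 (chromosome 1, 163068775 to 163076802), at 2.16 (SE 0.472, adjusted p = 0.000373).

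The study's text names 4 further genes, all of which were called lower at 24h. COL2A1 (chromosome 12, 47972967 to 48004554) had 775.6 ± 27.03 normalized T>C reads at 0h, 612 ± 37.8 at 3h and 360.4 ± 74.4 at 24h (SD, n = 3 each). Its log2 fold change was -0.35 at 3h (SE 0.125, DESeq2 adjusted p = 0.215) and -1.10 at 24h (SE 0.134, adjusted p = 8.73e-14). The fall at 3h was seen in 3 of 3 cultures but was past the threshold only with size factors from total reads (adjusted p = 0.0506). COL11A1 (chromosome 1, 102876467 to 103108872) changed by -0.06 at 3h (SE 0.122, adjusted p = 0.998), less than the spread between replicates, and by -0.43 at 24h (SE 0.129, adjusted p = 0.027). It lost its call at 24h in each of the 3 fits that left out one culture and in the block fit with a surrogate variable (adjusted p = 0.144). SOX5 (chromosome 12, 23529504 to 24562544) was already lower at 3h, at -0.85 (SE 0.181, adjusted p = 0.000402), and stood at -1.26 at 24h (SE 0.193, adjusted p = 1.52e-08). It lost its call at 3h without S9CC13_R6 (-0.74) and without S9CC47_R6 (-0.90, adjusted p = 0.784). At 24h it lost its call without S9CC13_R6 (-1.13, adjusted p = 0.4). The SE there rose from 0.193 to 0.391, while the effect changed little. TENT5B (chromosome 1, 27005020 to 27012850) fell to -2.07 at 3h (SE 0.255, adjusted p = 3.73e-13) and -2.40 at 24h (SE 0.272, adjusted p = 9.14e-16). With the replicate block, COL2A1, COL11A1, SOX5 and TENT5B stood at -1.12, -0.52, -1.25 and -2.61 at 24h.

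**Figure D2:**
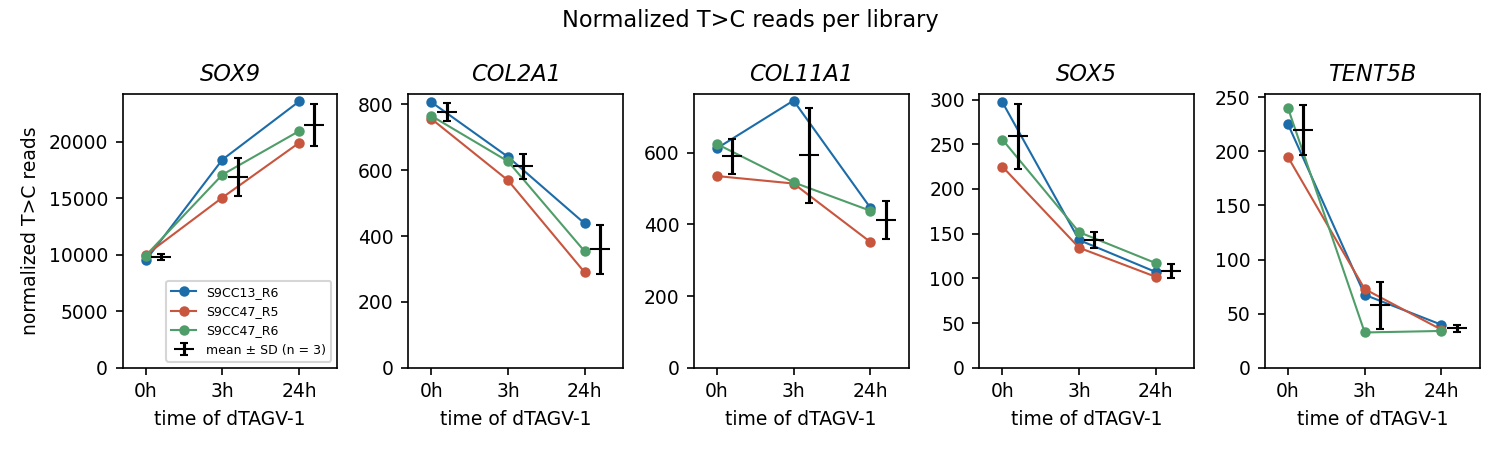
Normalized T>C reads (y axis, starting at 0) of SOX9, COL2A1, COL11A1, SOX5 and TENT5B at 0h, 3h and 24h of dTAGV-1 (x axis); lines join samples of one culture, and black bars give the mean and SD of 3 samples. SOX9 rises from 9789 to 21449 on average, while COL2A1 reaches its lowest values at 24h and the log2 fold change of TENT5B is -2.07 at 3h.

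The contrast of 24h with 3h tests whether the effects at the 2 times differ, since both are taken against the same 0h samples. It called 137 genes, 72 lower and 65 higher at 24h than at 3h, with 980 genes at an unadjusted p-value under 0.05. This count depended on the covariates more than the others did. The replicate block called 530 genes, which held 122 of the 137, and the block with a surrogate variable called 60. Of the 459 genes called at 24h only, 69 were also called in this contrast.

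Across the 675 genes called at either time, the effects at 3h and 24h had a Pearson r of 0.345 and a Spearman rho of 0.803. These are correlations across genes, which are not independent replicates, and both effects share the 0h samples. The gap between the coefficients came with 1 gene of very low count, RNF207, whose fitted log2 fold change of -21.33 at 3h rests on a mean of 1.98 normalized T>C reads. The slope of the orthogonal regression of 24h on 3h effects was 1.255 over the 675 genes and 1.17 over all 12037 genes tested. Without RNF207, r over the other 674 called genes was 0.831 with a slope of 1.80. Among the 615 called genes with a mean of at least 50 normalized T>C reads r was 0.785 with a slope of 1.70. Both of these choices of genes were made after seeing the data. With the replicate block, r was 0.787. Of the 675 genes, 618 had the same direction at both times and 542 had the larger absolute change at 24h. Because 459 of them were called at 24h only, this choice of genes itself favours larger changes at 24h. The count of 542 and the slopes over called genes therefore do not test whether effects grew. The shared 0h samples also favour the same direction at both times.

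**Figure D3:**
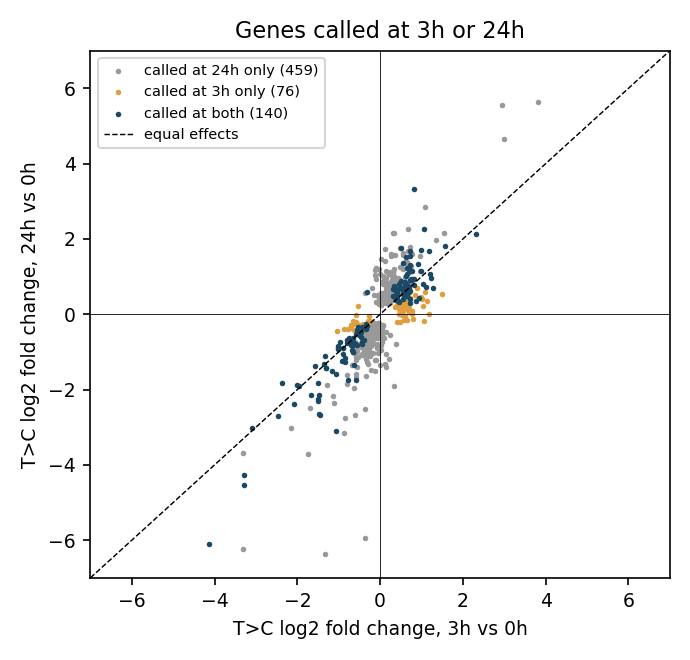
Log2 fold change of T>C reads at 24h against 0h (y axis) and at 3h against 0h (x axis) for the genes called at either time; each point is a gene, and the dashed line marks equal effects. Of 675 genes, 618 changed in the same direction at both times; 1 gene lies outside the axes.

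Total reads hold labelled and older RNA together. At 3h, 221 of 11710 genes were called for total reads, 91 lower and 130 higher, and at 24h the count was 1751, 919 lower and 832 higher. The replicate block called 141 genes at 3h and 1717 at 24h. Total reads were deeper than T>C reads (medians of 21356401 and 3957989 per sample). Genes called at 24h had a median absolute log2 fold change of 0.421 in total reads, against 0.658 in T>C reads. The counts for the 2 measures therefore do not compare how many genes changed in each. Deviations of total reads correlated at 0.259 on average within cultures. Of the genes called for T>C reads, 148 at 3h and 547 at 24h were also called for total reads, and all of these had the same direction in both measures. The setting that moved the 24h count of total reads most was leaving out S9CC13_R6, with 163 genes. That fit had fewer samples for the same terms, so the fall cannot be laid to this culture alone.

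**Figure D4:**
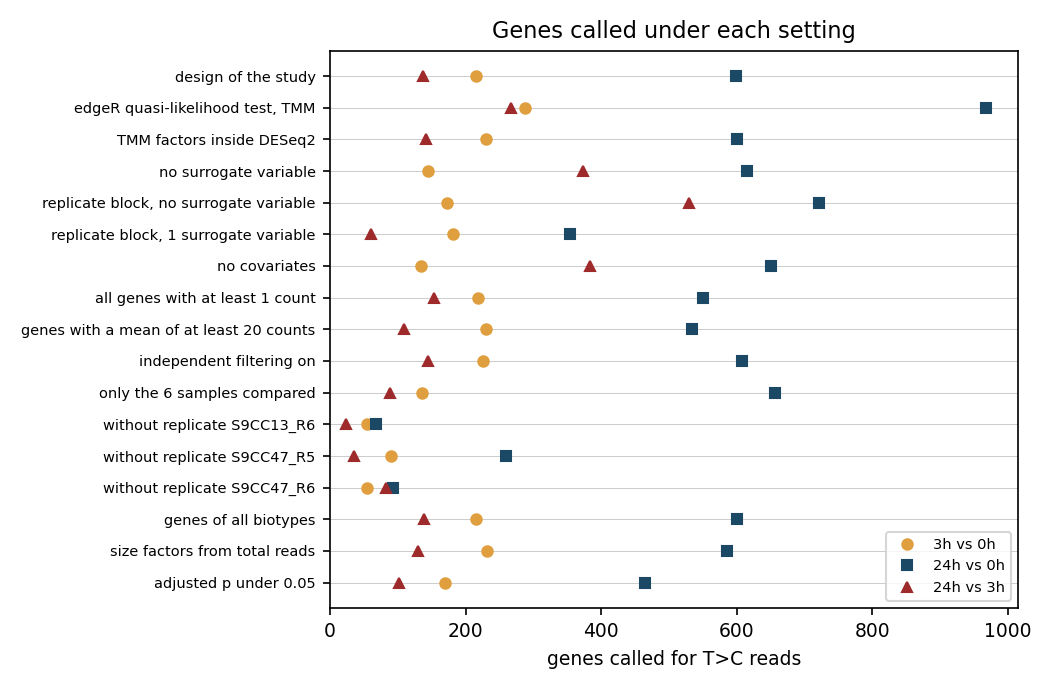
Number of genes called for T>C reads (x axis) in each of the 3 contrasts under each processing setting (y axis); points are counts from one fit each. The study's design gives 216, 599 and 137 genes, and the contrast of 24h with 3h spans 24 to 530.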

Values the study reported

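The study started from 1,232 genes that depended on SOX9 after 48 h of depletion. Of these, it reported that 122 (62 down, 60 up) responded in SLAM-seq at 3 h and 395 (206 down, 189 up) at 24 h, at 10% FDR. It described effects at 24 h as larger than those at 3 h and correlated with them, and COL2A1 as responding at 24 h but not at 3 h.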

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

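The tests of depth, labelling and base composition in this part were chosen after the number of differing genes had been seen, but before their own results were.

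The effects of dTAGV-1 at 24h and at 3h differed for 137 genes in T>C reads, by the contrast of 24h with 3h itself. Of these genes, 91 were called at 24h against 0h and 43 at 3h against 0h. For 17 of the 43, the change went on in the same direction after 3h, and for 26 it turned back. Genes named in the report that differed were SOX9 (log2 fold change 24h against 3h of 0.38, DESeq2 adjusted p = 0.00625), COL2A1 (-0.75, adjusted p = 8.99e-05), LRATD2 (-1.25, adjusted p = 0.0909), PRELP (-2.27, adjusted p = 0.00013), CCDC88C (-2.04, adjusted p = 2.81e-15), LHX9 (2.496, adjusted p = 2.86e-26), CEBPD (1.22, adjusted p = 5.01e-06) and RGS4 (1.85, adjusted p = 0.0365), each of which moved further from 0h between 3h and 24h, and NOS1 (-0.96, adjusted p = 0.0202) and INSIG1 (-0.59, adjusted p = 0.000786), which had risen at 3h and were lower again at 24h. Each of these 10 differences had the same direction in 3 of 3 cultures. The replicate block called the same 10 genes and also COL11A1 (-0.51, adjusted p = 0.0187, against 0.279 without the block).

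Library depth was tested by thinning T>C reads to the smallest library (3130673 reads). The contrast then called 102 genes, 99 of them among the 137, so unequal depth alone did not make these 99 calls. With the replicate block, the count was 390 genes after thinning and 530 before, and the overlap of these was not counted. Unequal labelling of the libraries would leave the unconverted reads without the change, yet 97.04% of the genes with a value in them (131 of 135) changed in the same direction there. For NOS1, from 3h to 24h, unconverted reads changed by 0.16 (adjusted p = 0.774) and total reads by -0.16 (adjusted p = 0.716), so its fall was seen in T>C reads and not in these measures. For SOX9, unconverted reads rose by 0.22 and were not called (adjusted p = 0.216), while total reads were (0.35, adjusted p = 0.00369). The share of genes above counts direction and not calls. A loess correction for the GC content and length of the 3′ UTR, known for 99.9% of tested genes, gave 156 genes, 119 of them among the 137. In the block fit with the same correction the count was 431. The 2 measures come from the same libraries, so a difference between cultures in handling would appear in both. Of the 4 splits of the 6 libraries that part every culture's pair, 1 gave as many genes, the real one, and the others gave 0 to 5. The remaining 6 of the 10 splits part a single pair and gave at most 19. A share of 1 in 4 is the smallest this design can give, so the difference cannot be told apart from a chance division of the libraries by this count alone. In total reads the same contrast called 631 of 11710 genes (1544 with the replicate block, 248 with the block and a surrogate variable). Of its 4 splits that part every pair, 1 gave as many genes, the real one; the others gave at most 11, and the splits that part a single pair at most 271. The number of genes also rests on the covariates, as given below. A growing response to SOX9 loss is a hypothesis for the genes that moved further, but the effect of dTAGV-1 on cells without the tag was not analysed here.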

How the results depend on the processing

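Under every setting run, SOX9 rose and COL2A1, SOX5, TENT5B and LRATD2 fell at 24h, and the T>C share kept its direction at both times. The number of called genes depended more on the setting.

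For T>C reads at 3h (216 genes), no covariates gave 134 and only the 6 samples compared gave 135; the 3 fits that each left out one culture gave 55 to 90. For T>C reads at 24h (599 genes), edgeR gave 968, the replicate block with 1 surrogate variable gave 354, and leaving out a culture gave 67 to 259. For 24h against 3h (137 genes), edgeR gave 267, no surrogate variable 373, the replicate block 530, the block with 1 surrogate variable 60, no covariates 384, only the 6 samples 89, and leaving out a culture 24 to 83. For total reads at 3h (221 genes), no surrogate variable gave 118, the replicate block 141, no covariates 103, and leaving out a culture 66 to 154. For total reads at 24h (1751 genes), the block with 1 surrogate variable gave 831, only the 6 samples 905, and leaving out a culture 163 to 788. For total reads, the fit without S9CC47_R6 was not run, because no surrogate variable could be estimated. The other settings for these counts stayed within 1.5 times the reported count. Leaving out a culture also takes away samples. Without S9CC47_R5 only batch R6 was left, so that fit had no batch term. The fits without S9CC13_R6 or S9CC47_R6 kept the batch term and had fewer degrees of freedom left. Their lower counts cannot be told apart from this loss.

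The surrogate variable ran unevenly over time: its mean for T>C reads was -0.179 ± 0.507 at 3h and 0.217 ± 0.28 at 24h (SD, n = 3 each). Including it raised the variance factor of the contrast of 24h with 3h by a ratio of 1.31, against 1.13 for 24h with 0h and 1.04 for 3h with 0h. What lowered the count with it was not tested. The surrogate variable for T>C reads was lowest (-0.71) in the library with the lowest T>C share, S9CC13_R6 at 3h (15.9%). It was highest (0.539) in the library with the highest share, S9CC47_R6 at 24h (21.3%). The surrogate variable for total reads was lowest (-0.671) and highest (0.589) in the same libraries, so this pattern was not special to T>C reads. Whether the surrogate variable stands for a technical factor or for part of the response was not tested, and the share itself could be either.

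The Pearson r of the 3h and 24h effects (0.345) was 0.415 over all genes tested, 0.742 over genes called for total reads at 24h, 0.671 in edgeR, 0.787 with the replicate block, 0.785 above 50 normalized reads and 0.831 without RNF207, these last 3 settings chosen after seeing the data. With the 3h effect from S9CC13_R6, S9CC47_R5 or S9CC47_R6 alone and the 24h effect from the other cultures it was 0.672, 0.579 and 0.762, over genes chosen with all 9 samples. Leaving out a culture gave 0.740 to 0.821. The value without RNF207 shows that this gene caused the low reported r.

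Size factors from total reads moved the median log2 fold change at 3h by -0.0718 and the share of lower genes among those called from 43.98% to 63.6%. For 24h against 3h the shift was 0.0759 and the share of lower genes went from 52.6% to 31.5% (41 lower, 89 higher). At 24h against 0h the share stayed near 52.1%, at 51.4%.

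Direction reversed for COL11A1 at 3h without the surrogate variable (0.000132) and without S9CC47_R6 (0.113; range -0.157 to 0.113 when a culture was left out), and for RGS4 at 3h without S9CC13_R6 (-0.166; range -0.166 to 0.562); none of these was past the threshold, and the cause was not tested. Among the named genes, 34 other values lost significance and 4 gained it, while 471 kept direction and side. LHX9 at 3h lost its call in 7 settings, the replicate block among them (0.67, adjusted p = 0.539; adjusted p from 0.0165 to 1 over its alternatives). JUNB at 24h, called in the DESeq2 fit with batch and 1 surrogate variable (0.97, adjusted p = 0.0813), lost its call in 8 of 16 settings. Of the counts of lower or higher genes, 57 moved and 95 did not. For all others named above the cause was not tested.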

Other observations

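The cartilage, immediate-early and p53 target lists were written before the data were examined, and their tests before any fit, but after raw counts of COL2A1, COL11A1 and SOX5, members of the cartilage list, had been seen; the sterol synthesis tests were chosen after some of its genes had been seen to rise, and used only members whose values had not been seen; the test of SOX9 unconverted reads was chosen after its rise was seen, and the comparison value for the shared 0h samples after the held-out correlations were, and the version of that test over all genes after the version over called genes was. The tests of base content for the T>C share of the immediate-early list were chosen after that share was seen.

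Sterol synthesis genes rose at 3h and were lower again at 24h, though not back to 0h levels in every fit. INSIG1, HMGCS1, MSMO1, DHCR7 and TMEM97, genes of this pathway singled out after their values were seen, were among the genes with the smallest p-values at 3h, so a list of 22 further genes of sterol and fatty acid synthesis was tested. Their median T>C log2 fold change at 3h was 0.65, at percentile 100 of 10000 matched random lists, whose central 95% ran from -0.0939 to 0.0677. It was 0.68 with the replicate block (percentile 100). In the DESeq2 fit with batch and 1 surrogate variable, 20 of 22 genes were higher at 3h, and 15 were called over all genes tested. The block had 21 higher and 14 called, and size factors from total reads 20 higher and 13 called. The median was 0.779, 0.825 and 0.433 in S9CC13_R6, S9CC47_R5 and S9CC47_R6. From 3h to 24h the median was -0.47, at percentile 0, and -0.52 with the block. Under size factors from total reads the medians were 0.56 and -0.35, in the same directions. Against 0h at 24h the median was 0.12 (percentile 98.9), and 0.13 with size factors from total reads (percentile 99.1), but 0.03 with the block (percentile 77.0). By culture it was 0.0514, 0.173 and -0.0959, in the order above, so the cultures did not agree on a remaining rise. INSIG1 was still called higher at 24h (0.69, DESeq2 adjusted p = 8.18e-07). A transient sterol response may follow SOX9 loss, the compound or a change of medium with its addition. Cells without the tag treated in the same way were not analysed here, so these cannot be told apart. Depth and base composition were not tested for the gene lists on their own.

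The immediate-early list bears on handling at 3h. Its 24 tested genes had a median of 0.13 at 3h, at percentile 99.3, which is consistent with a small effect of handling or medium change. With the replicate block the median was 0.08, at percentile 94.0, inside the central 95%. The p53 target list did not shift as a group at 24h: its median over 24 genes was 0.01, at percentile 59.0 (0.01 and percentile 63.9 with the block). Over all genes tested 3 of its genes were called, and 5 with the block; adjusted over the list alone, 3 and 8 were. With 11 genes lower and 13 higher, the median does not exclude changes of single targets.

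The cartilage list fell as a group at 24h. Its 20 tested genes had a median T>C log2 fold change of -0.44, at percentile 0 of the random lists (-0.43 and percentile 0 with the block), and 13 of 20 were lower. Over all genes tested 7 were called, and 9 when adjusted over the list alone.

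The T>C share of a gene was tested as a readout of turnover. In the 0h samples, the 13 immediate-early genes with at least 50 total reads in each had a median T>C share of 63.9%, at percentile 100 of random lists matched on total reads, whose central 95% ran from 15.9% to 39.2%. Reads rich in T can show conversions more often. Across the 10229 genes with a value, the T content of the last 250 bases of the canonical transcript had a Spearman rho of 0.377 with the T>C share. Among random lists matched on it, whose central 95% ran from 19% to 42%, the list still stood at percentile 100, so T content there did not account for the whole of its high share. The counted regions were not used here, so the T content of the reads themselves was not matched, and the high share cannot be told apart from an effect of it. Matching on the GC content of the 3′ UTR (percentile 100) hardly moved the random lists and shows nothing about T content. The high share is consistent with short-lived transcripts being labelled faster.

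Unconverted reads followed T>C reads with a delay. Genes were chosen in the fit without a culture, and changes were measured in the culture left out. Unconverted reads changed by 64.7%, 60.8% and 61.0% as much as T>C reads at 3h in S9CC13_R6, S9CC47_R5 and S9CC47_R6, and by 92.6%, 90.3% and 88.3% at 24h. The ratio was smaller at 3h in 3 of 3 cultures, which is consistent with slow loss of RNA made before the change. The genes chosen differed between times, and unconverted reads also hold new RNA without a sequenced conversion, so the ratio is not a decay rate.

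The rise of the SOX9 transcript was also present in unconverted reads, by 1.13 on the log2 scale at 24h, so uneven labelling alone is an unlikely source of it. Its T>C share was 58.0%, 62.7% and 57.8% at 0h, 49.96%, 57.0% and 55.8% at 3h, and 61.0%, 61.4% and 61.5% at 24h. At 3h it was below 0h in 3 of 3 cultures, and unconverted reads rose more than T>C reads (0.91 against 0.77 on the log2 scale), opposite to the delay described for other genes. Loss of a negative feedback of SOX9 on its own gene is a hypothesis that these data do not separate from an effect of the compound. The minimal off-target effects that the study reports for untagged cells were read from chromatin accessibility and chondrogenesis.

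The correlation of 3h and 24h effects could come from their shared 0h samples. Over all 12037 genes tested, the mean r with no shared sample was 0.097 (0.020 to 0.198 over the 3 cultures), which is 26.15% of the mean (0.370) when the 0h sample of a culture was shared, so shared samples are a likely source of most of the correlation over all genes. Over the 675 called genes the 2 means were 0.671 and 0.722, or 92.92%. For these genes a 0h sample shared in the calculation did not make most of the correlation. The genes were chosen with all 9 samples, though, and that choice shares the 0h samples between times. The correlation over called genes therefore cannot be told apart from an effect of gene choice.

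Other splits of the samples were counted for each number of called genes. For T>C reads at 3h and 24h and total reads at 3h and 24h, 1 of the 4 splits that part every culture's pair gave as many genes, the real one, and the others gave at most 1, 2, 6 and 2 genes. Splits that part a single pair leave cultures unbalanced. For T>C reads at 3h, 1 of those 6 gave 234 genes, more than the 216 of the real split. It puts both S9CC13_R6 samples on one side and both S9CC47_R5 samples on the other. The other split with that layout gave 0 genes. For total reads at 3h the same splits gave 209 and 0 genes, and 1 of the 6 could not be fitted. No share under 1 in 4 can be reached, so chance division is not excluded by these counts.

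The number of genes called for T>C reads was 216 at 3h and 599 at 24h. Both are higher than the values quoted from the study above, which counted only genes that also depended on SOX9 at a later time.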
